A study of Homo sapiens with 16 samples. Its data were reported in "Alternative polyadenylation factors link cell cycle to migration" (2018).

How the data were processed

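Poly(A)-site-enriched RNA-Seq libraries of primary human dermal fibroblasts were analysed from 2 strains (strain A and strain B), in proliferating cells and in cells contact-inhibited for 7 days, at 0, 2, 4 and 8 h of actinomycin D (15 μg/ml). The authors amplified 3′ ends by a Smart-seq2 protocol, made Nextera libraries, selected fragments on a gel, trimmed adapters and poly(A) stretches, aligned the single-end reads to GRCh37 with TopHat and assigned them to sites of a polyadenylation site atlas. The values were used as deposited, as raw read counts per polyadenylation site with no normalization. The table had 6204 lines for 3102 genes, each with exactly 2 sites labelled as terminal exon, and 16 libraries with totals of 839483 to 1597391 counts. These totals cover the listed genes only and are not library depth. No molecular identifiers or spike-ins were named, so intervals and floors cover counting error only, and slopes over time are relative to the scaling of the libraries. Whether counting respected the strand of the read was not stated. Of all sites, 20.3% lay inside an annotated gene on the other strand and 12.8% inside another gene on the same strand (GENCODE 44), so counts of such genes are uncertain. Of the polyadenylation signals listed with the sites, 9600 of 9600 were found at their position in GRCh37. In 4 genes the name had been changed to a date.

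Groups were taken from the labels, as 8 groups of n = 2. Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The comparisons, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. For gene expression the counts of both sites were added up, genes were filtered with filterByExpr, libraries were scaled by TMM and groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. At 0 h no strain term was used. Time models had an intercept for each strain in each state and a slope per hour within each state, and the difference of the slopes was tested as a contrast. TMM factors were 0.660 to 1.28 over the 16 libraries and 0.972 to 1.03 in the fit at 0 h. The strains were shared between groups: strain deviations correlated across genes at 0.377 between the groups at 0 h and at 0.137 to 0.426 over 28 pairs of groups, so a strain term was an alternative. Common dispersions were 0.0299 at 0 h and 0.0176 over 16 libraries. Between strains of a group, chi-square per degree of freedom was 8.71 to 19.5, more than copies of one library would give.

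Genes named in the text were the 3 rising and 3 falling genes with the smallest p-values among those past the threshold, with the same sign in both strains and a mean of at least 50 counts. Genes of the fixed lists were also named. Lists held 16 cell cycle, 20 polyadenylation factor, 27 short-lived and 22 long-lived genes and were tested with fry, with adjustment over the 6 list tests. Counts at or under 3 in both strains were treated as a floor.

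Distal site use was the distal share of a gene's counts, for genes with at least 10 counts at each site over all libraries. Of 1612 such genes, 73 with no count in a library at 0 h were left out of the comparison of shares, which used a threshold of 0.05. Distal to proximal ratios were also tested with edgeR's diffSpliceDGE at 0 h and over time. Slopes of the natural log ratio used a pseudocount of 0.5 and genes with a mean of at least 10 counts at each site. Half-lives were fitted per strain and state by least squares to the natural log of counts, for sites with at least 10 counts at 0 h, no count of 0, a negative slope and R2 above 0.6, and were set to 24 h where longer. The limit of 24 h and the exclusion of counts of 0 were added here, and sites of the terminal exon entered whether or not they lay in an annotated UTR, while the study described sites in the 3′ UTR. Ratios were tested across genes with a two-sided signed-rank sign-flip permutation test of 100000 resamples, by exact enumeration under 10 genes. The p-values describe the libraries at hand, since genes are not independent replicates.

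The models were tested on simulated counts. Of genes changed 3-fold at 0 h, 96.5% were recovered. Of slopes of 0.2 log2 per hour 98.5% were recovered, and of slope differences of that size 84%. Of slopes of the distal share 74% were recovered, and of their differences between states 32.5%. Of 3-fold changes of the ratio at 0 h, 53.5% were recovered. Simulated distal half-lives with a true log2 ratio of 1 gave medians of 0.909 to 0.936, and with equal half-lives 1 of 4 series gave a permutation p of 0.005 at a median of 0.13. These half-life simulations held library depth constant and let every site fall. In them 300 to 421 genes passed the filters, against 33 to 98 in the data, so they do not test fits to totals that rise.

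Alternatives were RLE factors, library totals alone, DESeq2, no filter, strain terms, other count, R2 and share thresholds, a pseudocount of 1, other scalings of the half-life fits, fits without the 8 h time point or to 8 h against 0 h, and fits without either strain. Fits to 1 strain at 0 h compared 1 library with 1 and were given as values with no test. A fit to 1 strain over time had 4 libraries in each state, so that its error was the scatter about that strain's own line.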

Results

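To follow how transcript isoforms decay once new transcription stops, the study treated primary human dermal fibroblasts with actinomycin D, an inhibitor of transcription, at 15 μg/ml. RNA was collected at 0, 2, 4 and 8 h from proliferating cells and from cells held in contact inhibition for 7 days, a model of quiescence. Poly(A)-site-enriched RNA-Seq, which sequences the 3′ ends of transcripts, was applied to 2 fibroblast strains, named strain A and strain B here. The 16 libraries formed 8 groups of n = 2. The values were read counts per polyadenylation site. They covered 3102 genes, each with exactly 2 sites labelled as terminal exon, a proximal and a distal one. The totals below therefore describe these genes and not the depth of the whole libraries. In proliferating cells, strain A had 1080536, 1210851, 1044930 and 1368194 counts at 0, 2, 4 and 8 h, and strain B had 974477, 1050303, 1260029 and 1446239. In contact-inhibited cells, strain A had 1070139, 942520, 1200422 and 1293697 counts at the same time points, and strain B had 839483, 1160749, 1453710 and 1597391. The total at 8 h exceeded the total at 0 h by a factor of 1.27 in proliferating strain A, 1.48 in proliferating strain B, 1.21 in contact-inhibited strain A and 1.90 in contact-inhibited strain B. Both sites of a gene held at least 10 counts over all libraries in 1612 genes. The 2 sites of a gene lay a median of 407 nt apart, and 34.6% of genes had sites under 200 nt apart. The largest distance was 403875 nt, and the sites of PRMT2, UROS and WIBG, named below, lay 15053, 13472 and 12397 nt apart. Such pairs need not lie in 1 shared exon. Across genes, the correlation of log2 values between the strains of a group was 0.964 to 0.971.

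Gene expression at 0 h was compared first, with the counts of both sites of a gene added up, to ask which genes differed between the proliferative states before the block. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 697 of 1935 genes differed at an adjusted p under 0.05, of which 360 were higher and 337 lower in contact-inhibited cells. A change of at least 2-fold was found for 458 of them (279 higher, 179 lower). With strain as a term in the model, which moved the number of genes most, 1015 genes passed. The genes with the smallest p-values that rose were CFD, PODN and CTSK. CFD was at 20.7 ± 0.954 TMM-scaled CPM (counts scaled to a common library size, SD, n = 2) in proliferating cells and at 2680 ± 60.6 (SD, n = 2) in contact-inhibited cells. Its log2 change was 7.16 (standard error 0.19) with an adjusted p of 5.66e-07 in edgeR's quasi-likelihood test, and it was higher in both strains. CPM values were scaled over all 16 libraries and log2 changes over the libraries at 0 h, so the 2 measures differ slightly. PODN rose by 5.86 on the log2 scale (standard error 0.27, edgeR adjusted p 2.55e-05) from 6 and 7 counts in the proliferating libraries, and its sites lay inside an annotated gene on the other strand. CTSK rose by 3.71 (standard error 0.18, edgeR adjusted p 2.64e-05). The genes with the smallest p-values that fell were PLK1, AURKA and CENPM, each with an edgeR adjusted p of 0.000112. PLK1 fell from 654 ± 23.8 to 96.3 ± 11.2 CPM (SD, n = 2), a log2 change of -2.61, with sites inside ERN2 on the other strand. AURKA and CENPM changed by -2.49 and -2.31 on the log2 scale. CTSK, PLK1, AURKA, CENPM and PODN each moved the same way in both strains.

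Among 16 cell cycle genes listed before the data were examined, 5 were in the table (TOP2A, MCM3, MCM5, AURKA and PLK1). All 5 were lower in contact-inhibited cells in both strains, with a median log2 change of -2.09. All 5 passed in edgeR's quasi-likelihood test over all genes, and 5 passed adjusted over the list alone. As a set they gave a p of 0.000918 by fry (0.00189 after Benjamini-Hochberg adjustment over the 6 list tests). The study asked whether cleavage and polyadenylation factors are lower in quiescent cells. Of 20 such genes, only CPSF4 and FIP1L1 were in the table. Their log2 changes were -0.55 and -0.17, with edgeR adjusted p-values of 0.178 and 0.643 over all genes. None passed over all genes, none passed adjusted over the list alone, and the number at an unadjusted p under 0.05 was 0 of 2. The fry p of the pair was 0.0743 (0.0743 adjusted), and both genes overlap annotated genes on the other strand.

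Distal site use was then compared at 0 h, to ask whether cells in quiescence use the distal site more. The measure was the relative use of the distal site, the distal counts divided by the distal plus proximal counts of a gene. The rule of the study, a difference in the mean over strains of more than 0.05, was met by 531 of 1539 genes. Of these, 395 (74.4%) used the distal site more and 136 the proximal site more in contact-inhibited cells. The same rule applied to strain B against strain A, as a background, was met by 450 genes, of which 194 (43.1%) used the distal site more in strain B. Past the threshold in the same direction in each strain were 274 genes, 217 with more distal and 57 with more proximal use. Among genes with any change in a strain, the share with a higher relative use in contact-inhibited cells was 63.5% in strain A and 61.6% in strain B. The filter on counts moved the result most: with at least 20 counts per gene in each library, 179 genes used the distal site more and 29 the proximal site more. These counts rest on no test. In edgeR's differential site test with Benjamini-Hochberg adjustment over 1612 genes, 4 genes passed, each with more distal use in contact-inhibited cells in both strains, and 185 genes had an unadjusted p under 0.05 (156 more distal, 29 more proximal). With strain as a term, which pairs the libraries, 54 genes passed, 52 with more distal and 2 with more proximal use.

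**Figure D1:**
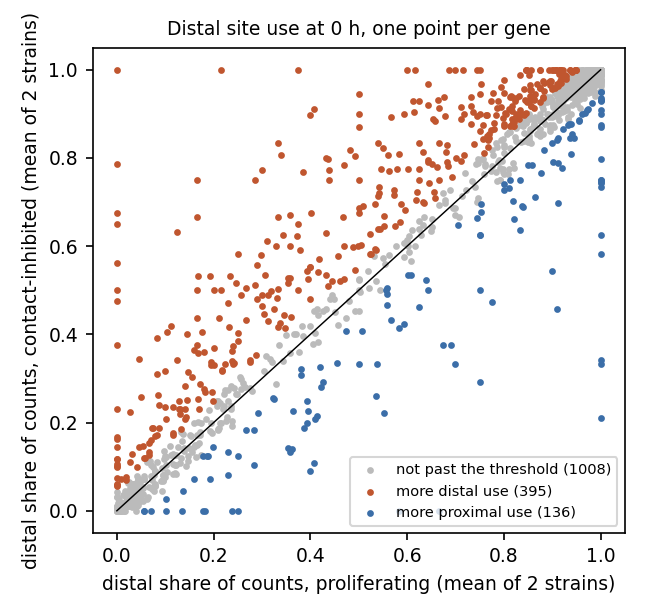
Distal share of counts per gene at 0 h, as the mean of 2 strains, in proliferating cells (horizontal axis) and contact-inhibited cells (vertical axis), with 1 point for each of 1539 genes and a line of equality. Points more than 0.05 above the line (395 genes) outnumbered points more than 0.05 below it (136 genes).

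PRMT2, with sites at positions 48069799 and 48084852 of chromosome 21 (GRCh37) in its annotated UTRs, had a distal share of 54.0% ± 1.41 (SD, n = 2) in proliferating and 83.4% ± 5.35 (SD, n = 2) in contact-inhibited cells. The log2 change of its distal to proximal ratio was 2.10, with an adjusted p of 0.0167 in edgeR's differential site test. UROS, with sites at 127490627 and 127477155 of chromosome 10, went from a distal share of 92.7% ± 0.205 to 98.9% ± 0.120 (SD, n = 2), a log2 change of 2.79 (edgeR adjusted p 0.0167). C21orf33 went from 80.0% ± 2.91 to 94.8% ± 1.94 (SD, n = 2), a log2 change of 2.21 (edgeR adjusted p 0.0182). The proximal site of C21orf33 lay in an intron and both sites lay inside another annotated gene on the same strand, so its assignment is uncertain. The ratio rose in both strains for each of these 3 genes. UBAC2, named after its values were seen because it completes the 4 genes, had 9 and 11 proximal counts in proliferating cells against 1 and 1 in contact-inhibited cells. Set against a floor of 3 counts, its distal to proximal ratio was at least 5.88-fold higher in contact-inhibited cells (edgeR adjusted p 0.0489).

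The time course was first read at the level of genes, with a slope of log2 counts per hour fitted within each state. Slopes are relative to the scaling of the libraries, since no spike-in set an absolute scale. With TMM factors the median slope over 2095 genes, taken over 8 h, was -0.02 in proliferating and 0.20 in contact-inhibited cells on the log2 scale. With RLE factors it was 0.08 and 0.05, and with library totals alone -0.30 and -0.72. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 773 genes had a slope in proliferating cells (310 rose, 463 fell) and 1341 in contact-inhibited cells (758 rose, 583 fell). With RLE factors the counts were 855 (431 rose, 424 fell) and 1319 (661 rose, 658 fell), and with library totals 674 (67 rose, 607 fell) and 1163 (94 rose, 1069 fell). Both states shared 704 of the genes, 702 of them in the same direction. Without the 8 h time point, 358 genes passed in proliferating cells (90 rose, 268 fell). Fits to 1 strain gave 340 to 591 genes in proliferating cells and 811 to 990 in contact-inhibited cells. With strain B alone the balance turned, to 349 rising and 242 falling genes in proliferating cells and to 296 rising and 515 falling genes in contact-inhibited cells.

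Genes listed beforehand as having unstable or stable transcripts showed the effect of the block. Of 27 short-lived genes, 6 were in the table (MYC, JUNB, FOSL1, IER2, IER3 and ATF3). Their median slope was -0.75 log2 per hour in proliferating and -0.91 in contact-inhibited cells, and all 6 fell in each state. Relative to the median gene the slopes were -0.742 and -0.935 with TMM factors and -0.745 and -0.951 with library totals. In edgeR's quasi-likelihood test 5 genes passed in proliferating cells and 6 in contact-inhibited cells over all genes, with 5 and 6 adjusted over the list alone. The fry p was 0.00423 (0.00508 adjusted) in proliferating and 0.00305 (0.00458 adjusted) in contact-inhibited cells. With 1 strain left out it was between 0.0557 and 0.0881, at medians of -0.67 to -0.99. MYC was at or under 3 counts in both strains from 2 h in proliferating and from 4 h in contact-inhibited cells, and ATF3 at 8 h in contact-inhibited cells. With such counts set to 3, the median slopes were -0.55 and -0.64. JUNB and IER3 overlap annotated genes on the other strand. Of 22 long-lived genes, 4 were in the table (ENO1, PKM, RPLP0 and RPL3). All 4 rose in each state, with median slopes of 0.06 in proliferating and 0.15 in contact-inhibited cells, and of 0.0635 and 0.127 relative to the median gene. All 4 passed in each state over all genes, and 4 passed adjusted over the list alone. The fry p was 0.000944 (0.00189 adjusted) in proliferating and 3.43e-07 (2.06e-06 adjusted) in contact-inhibited cells. Transcripts of glycolytic and ribosomal protein genes share sequence with processed pseudogenes, so their counts are uncertain.

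**Figure D2:**
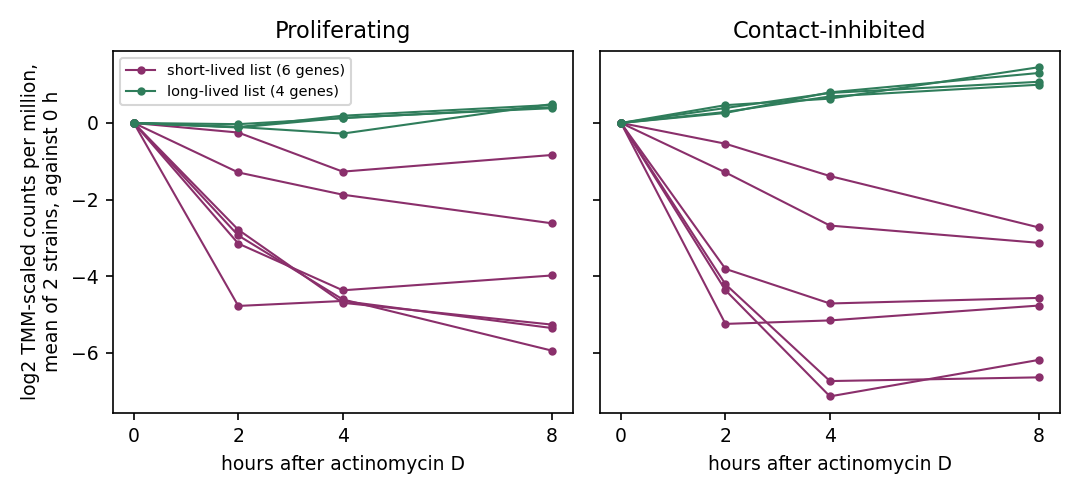
Change in TMM-scaled CPM since 0 h (log2, 0.5 added, mean of 2 strains) against hours of actinomycin D for the listed short-lived (6 genes) and long-lived genes (4 genes), in proliferating cells (left) and contact-inhibited cells (right). Each line is 1 gene, and the short-lived genes lie below 0 at 8 h while the long-lived genes lie above 0 with this scaling.

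In proliferating cells the rising genes with the smallest p-values were PPP1R14B, RPLP2 and MTRNR2L7. Their slopes were 0.107 (standard error 0.0139), 0.0778 (0.0102) and 0.481 (0.0636) log2 per hour, with adjusted p-values of 8.36e-06, 9.83e-06 and 1.11e-05 in edgeR's quasi-likelihood test. MTRNR2L7 resembles a copy of mitochondrial ribosomal RNA and went from 161 ± 8.14 to 4075 ± 358 CPM (SD, n = 2) in 8 h, so its counts are uncertain. The falling genes were NXT1, NGDN and DNAJB1, with slopes of -0.523 (standard error 0.0278), -0.730 (0.0484) and -0.321 (0.0233) and edgeR adjusted p-values of 1.39e-10, 2.62e-09 and 9.43e-09. NXT1 fell from 573 ± 33.1 to 33.8 ± 12.7 CPM (SD, n = 2). In contact-inhibited cells RPS27, RPLP2 and RPL39 rose, with slopes of 0.173 (standard error 0.00953), 0.182 (0.0102) and 0.159 (0.00927) and edgeR adjusted p-values of 1.3e-10, 1.3e-10 and 1.59e-10. MRPL44, BIN3 and NXT1 fell there, with slopes of -0.574 (standard error 0.0335), -0.484 (0.0306) and -0.490 (0.0318) and edgeR adjusted p-values of 1.59e-10, 4.09e-10 and 5.43e-10. Each of these 12 slopes had its sign in both strains and under TMM, RLE and library-total scaling.

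Whether a gene's slope differed between the states was tested directly. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 312 of 2095 genes passed with TMM factors, 256 with a higher and 56 with a lower slope in contact-inhibited cells. The median difference over 8 h was 0.25 with TMM factors, -0.02 with RLE factors and -0.40 with library totals, on the log2 scale. With RLE factors 163 genes passed (81 higher, 82 lower), and with library totals 272 passed (0 higher, 272 lower), with 25 genes higher at an unadjusted p under 0.05. DESeq2's Wald test called 214 genes, of which 113 were higher. Without the 8 h time point 3 genes passed (0 higher, 3 lower), with 409 at an unadjusted p under 0.05 (323 higher, 86 lower). Without the strain intercepts 158 passed (126 higher, 32 lower). Fits to 1 strain, with 4 libraries in each state, gave 18 genes for strain B and 0 for strain A. For strain A 361 genes had an unadjusted p under 0.05, 291 higher and 70 lower. For strain B 373 had such a p, 46 higher and 327 lower, the opposite balance.

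**Figure D3:**
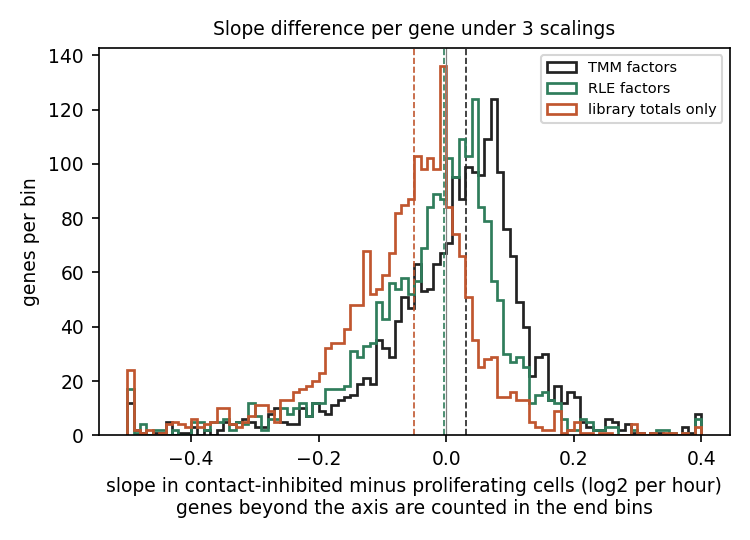
Number of genes by the difference in slope between contact-inhibited and proliferating cells (log2 per hour) under 3 scalings, with dashed lines at the medians and with genes beyond the axis counted in the end bins. The medians lie at 0.0313 with TMM factors, -0.00246 with RLE factors and -0.0503 with library totals.

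RPS27, RPL39 and RPLP1 had the smallest p-values among genes with a higher slope in contact-inhibited cells, with differences of 0.113 (standard error 0.0137), 0.105 (0.0133) and 0.108 (0.0146) log2 per hour and edgeR adjusted p-values of 0.000182, 0.000192 and 0.000218. Relative to the median gene these were 0.0820, 0.0735 and 0.0764 with TMM factors and 0.0823, 0.0739 and 0.0767 with library totals. With library totals the adjusted p-values were 0.0623, 0.186 and 0.121, and no call remained for the 3 genes. Genes with a lower slope were NCBP2-AS2, MRPL44 and BIN3, with differences of -0.192 (standard error 0.0262), -0.321 (0.0443) and -0.246 (0.0401) and edgeR adjusted p-values of 0.000218, 0.000218 and 0.000858. Relative to the median gene these were -0.224, -0.352 and -0.278. MRPL44 was at 6 and 9 counts in the contact-inhibited libraries at 8 h, and BIN3 lies inside CCAR2 on the other strand. All 6 differences had their sign in both strains, and none of the 6 genes passed when strain B was left out. RPS27, RPL39 and RPLP1 also did not pass without strain A (adjusted p 0.296, 0.333 and 0.617 in edgeR's quasi-likelihood test, at differences of 0.0422, 0.0386 and 0.0204). Without the 8 h time point only MRPL44 of the 6 genes passed (edgeR adjusted p 0.0478).

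To compare the decay of isoforms within a gene, the ratio of distal to proximal counts was followed over time, a measure that does not depend on library scaling. In edgeR's differential site test with Benjamini-Hochberg adjustment over 1612 genes, 19 genes changed in proliferating cells (1 toward distal, 18 toward proximal) and 57 in contact-inhibited cells (14 toward distal, 43 toward proximal). Both states shared 13 of them, each in the same direction. Without the 8 h time point 11 and 16 genes passed, and fits to 1 strain gave 2 to 4 and 5 to 10 genes. No gene differed in slope between the states, and 92 genes (5.71%) had an unadjusted p under 0.05, 42 of them higher and 50 lower in contact-inhibited cells. On simulated counts a difference of 0.2 log2 per hour was recovered for 32.5% of changed genes, so smaller differences were largely not detectable at this depth. WIBG, with sites at 56307594 and 56295197 of chromosome 12, went from a distal share of 78.5% ± 2.11 at 0 h to 18.8% ± 2.49 at 8 h in proliferating cells and from 74.7% ± 8.51 to 17.3% ± 9.74 in contact-inhibited cells (SD, n = 2). The slopes of its log2 ratio were -0.492 and -0.545 per hour, with edgeR adjusted p-values of 2.31e-09 and 9.02e-09. FLAD1 moved the other way, from 59.3% ± 0.488 to 85.0% ± 1.27 in proliferating and from 60.8% ± 1.77 to 93.4% ± 4.71 in contact-inhibited cells (SD, n = 2), with slopes of 0.244 and 0.431 and edgeR adjusted p-values of 0.000292 and 2.78e-07.

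EIF1AD and TWIST1 also moved toward the proximal site in proliferating cells, with slopes of -1.23 and -0.43 log2 per hour and adjusted p-values of 1.7e-05 and 0.00269 in edgeR's differential site test. The distal site of EIF1AD went from 76 and 64 counts at 0 h to 0 and 1 at 8 h, where 3 counts would be a share of 3.09% in strain A and 2.31% in strain B, so its slope is no bound. In contact-inhibited cells ZNF274 and PBDC1 moved toward the proximal site, with slopes of -0.850 and -0.317 (edgeR adjusted p 4.29e-08 and 3.6e-05). PSMD14 and TTI2 moved toward the distal site, with slopes of 0.236 and 0.431 (edgeR adjusted p 0.00211 and 0.00489). TTI2 lies inside MAK16 on the other strand and held 6 and 10 counts at 8 h. Each of these changes had its direction in both strains. PSMD14 and TTI2 did not pass without the 8 h time point, and FLAD1 in proliferating cells, TWIST1, PSMD14 and TTI2 did not pass in fits to 1 strain. Over 463 genes with a mean of at least 10 counts at each site, the median slope of the natural log ratio was -0.00672 per hour in strain A and -0.00656 in strain B in proliferating cells. The permutation p-values across genes were 0.00166 and 0.00226 (both 0.00452 after Benjamini-Hochberg adjustment over the 4 series). In contact-inhibited cells the medians were -0.00213 and -8.16e-05, with permutation p-values of 0.449 and 0.129 (0.449 and 0.172 adjusted). The difference between the states gave permutation p-values of 0.297 in strain A and 0.373 in strain B (both 0.373 adjusted), at medians of 0.00166 and 0.00402 per hour. Without the 8 h time point the mean of the strain medians was -0.00161 in proliferating and -0.00689 in contact-inhibited cells, which reversed the order of the states. Over all 1612 genes the medians were -0.00711 in proliferating and -0.0134 in contact-inhibited cells in strain A, the opposite order, and -0.00946 and -0.00348 in strain B. Genes are not independent replicates, so these p-values describe the libraries at hand.

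Half-lives of the 2 isoforms were then computed with the count minimum and fit limit of the study, to ask whether isoforms ending at the distal site are more stable in contact-inhibited cells. Counts were used as deposited, and only sites with falling counts and an R2 above 0.6 entered. Library totals rose 1.21-fold to 1.90-fold from 0 to 8 h, and these fits did not correct for it. The hours, the choice of sites and the ratio of half-lives therefore depend on the totals. In strain A, 43 genes in proliferating and 98 in contact-inhibited cells had both sites measured, and in strain B, 33 and 33. The median half-lives of these genes in proliferating cells were 4.33 h (proximal) and 3.81 h (distal) in strain A and 5.19 h and 3.57 h in strain B. In contact-inhibited cells they were 4.39 h and 4.26 h in strain A and 3.65 h and 3.78 h in strain B. The median log2 ratio of distal to proximal half-life was 0.02 in strain A and -0.16 in strain B in proliferating cells, and 0.03 and -0.26 in contact-inhibited cells. The signed-rank permutation test across genes gave p-values of 0.233 and 0.138 in proliferating cells (both 0.466 after adjustment over the 4 series) and 0.551 and 0.902 in contact-inhibited cells (0.735 and 0.902 adjusted). The distal isoform was the longer-lived one in 22 of 43 and 14 of 33 genes in proliferating cells, and in 50 of 98 and 15 of 33 genes in contact-inhibited cells. Of the 4 medians, that of contact-inhibited strain B moved most, to 0.36 over 29 genes without the 8 h time point, with a permutation p of 0.431 (0.431 adjusted). With rising sites set to 24 h, proliferating strain B had a permutation p of 0.00426 (0.0170 adjusted), with the distal isoform longer-lived in 17 genes and the proximal in 31. Division by the library total gave a median of 0.17 over 113 genes in contact-inhibited strain B, with a permutation p of 0.0235 (0.0939 adjusted), and of 0.08 in strain A, with a permutation p of 0.322 (0.465 adjusted). With this division the median proximal and distal half-lives in proliferating cells were 6.22 h and 5.81 h in strain A. In strain B they were 4.97 h and 4.59 h. In contact-inhibited cells they were 4.23 h and 4.27 h in strain A and 4.68 h and 6.04 h in strain B. With counts as deposited, genes measured in both states of a strain numbered 22 in strain A and 9 in strain B. The distal advantage differed between the states by -0.13 in strain A (5 higher, 17 lower) and by 0.09 in strain B (5 higher, 4 lower). The permutation p was 0.127 in strain A and, by the exact test, 0.910 in strain B (0.254 and 0.910 adjusted).

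**Figure D4:**
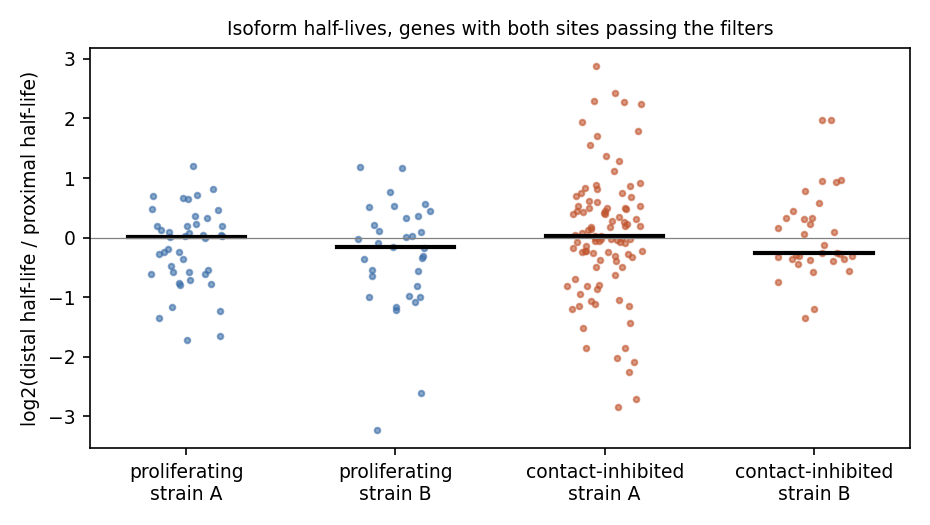
Log2 ratio of distal to proximal half-life (vertical axis) for each gene with both sites measured in a strain and state, with 1 point per gene and a bar at the median. The medians are 0.02 and -0.16 in proliferating strains A and B and 0.03 and -0.26 in contact-inhibited strains A and B.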

Values the study reported

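In other libraries of the same work, the study reported 714 genes with a changed choice of polyadenylation site in quiescence, of which 628 (88%) gave longer transcripts in quiescent cells. From the time course used here, it reported that distal isoforms were more stable in contact-inhibited but not in proliferating cells, in both strains. The half-life ratios above, with counts as deposited, did not show this.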

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

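The comparison of slopes, most of its alternatives and a first test of the scaling were planned. The other tests in this part were chosen only after the result was seen. The slope of 312 genes differed between contact-inhibited and proliferating cells by edgeR's quasi-likelihood test with TMM factors, 256 higher and 56 lower, which is a difference between groups under the same treatment. The direction of the calls went with the scaling: 49.69% of calls were higher with RLE factors and 0 of 272 with library totals, where 25 genes were higher at an unadjusted p under 0.05. The direction of the set as a whole may therefore come from the scaling. Scaling as the whole cause was argued against, since a shift common to all genes leaves calls on 1 side only, while 81 genes passed in the less frequent direction with RLE factors. A first planned test of the scaling was not decisive and was replaced by the count of 81 genes above. In that first test, slope differences correlated between strains at 0.585 (Spearman, across 1116 genes). A share of 0.156 of 2000 shuffles of the time points gave a correlation as large. One change of decay speed shared by all genes, with a factor of 1.32, and changes of single genes cannot be told apart. What the shared factor left over correlated between strains at 0.427 across genes, but a share of 0.23 of 2000 shuffles of the time points gave a correlation as large, so libraries that differ for any reason may give it.

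Of 60 arrangements of the time points within each series, the real one included, 2 gave as many genes as the real order for the difference between states, and the largest shuffled count was 761. For slopes in proliferating and in contact-inhibited cells, 1 of 60 arrangements gave as many in each case. Of the 3 splits of the 4 series into pairs, 1 gave as many genes, the split by state. The split by strain and the crossed split gave 0 genes each, with 36 and 40 at an unadjusted p under 0.05. State and a chance split of the series cannot be told apart by this count, because 3 splits cannot give a small share. A difference in decay between the states stays open and was not tested apart from these explanations.

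The ribosomal protein genes RPS27, RPL39 and RPLP1 had a higher slope in contact-inhibited cells, by 0.1133, 0.1048 and 0.1077 log2 per hour. All 24 ribosomal protein genes in the fit were higher, with a median difference of 0.0939. The fry p of the list was 1.49e-06. With library totals 17 of 24 were higher, at a median of 0.0129 and a fry p of 0.0457. With strain B alone 20 of 24 were higher, at a median of 0.0194 and a fry p of 0.0862. In that fit, other abundant genes with similar slopes in proliferating cells had a median of -0.00837. The ribosomal median exceeded theirs by 0.0277 there, by 0.0119 with strain A alone and by 0.0203 in the main fit. Abundance and stability shared with other abundant transcripts was argued against as the whole cause: the median lay at percentile 100 of random lists of abundant genes with slopes like theirs in proliferating cells, whose middle was 0.0726. With RLE factors the percentile was 99.98. Relative to the median gene the ribosomal median was 0.0626, 0.0635 and 0.0632 with TMM factors, RLE factors and library totals. Reads shared with processed pseudogenes may contribute and were not tested, and a biological difference between the states also stays open as untested. With library totals the 3 named genes did not pass, at adjusted p-values of 0.0623, 0.186 and 0.121.

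NCBP2-AS2, MRPL44 and BIN3 had a lower slope in contact-inhibited cells, by -0.1924, -0.3209 and -0.2463 log2 per hour. With strain A alone the differences were -0.172, -0.304 and -0.249, with edgeR adjusted p-values of 0.125, 0.125 and 0.144. Counts of MRPL44 fell to 6 and 9 at 8 h in contact-inhibited cells. Overlap with genes on the other strand may affect MRPL44 and BIN3 and was not tested, and a biological difference stays open as untested.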

How the results depend on the processing

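The added alternatives (a filter on the mean count over 4 time points, thinned counts and TMM with either of 2 other reference libraries) were chosen after seeing the data. Alternatives with 2 or more sites per gene were not run, because every gene had exactly 2. Of 128 alternatives to results that answer a comparison, 86 stayed close, 22 moved, 15 reversed, 4 were weaker and 1 was stronger. For counts of genes, closeness was judged on the count, so the balance of directions could still turn, and only a clear majority that became a clear majority the other way was counted as reversed. Balances that turned without being counted as reversed are given below. For 37 results of named genes, 261 of 288 alternatives were the same and 27 were weaker: 3 with library totals, 7 without strain A, 10 without strain B and 7 without the 8 h time point. None reversed. Unless a reason is given, the cause was not tested.

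At 0 h, expression turned from 360 higher and 337 lower genes to 337 and 360 with RLE factors and to 255 and 266 with DESeq2. In all, 458 genes passed with at least a 2-fold change, a stricter rule. Distal site use by the model gave 54 genes with strain as a term and 8 with filterByExpr. With a share difference above 0.1, 234 genes were more distal and 74 more proximal, and with at least 20 counts 179 and 29, both stricter rules. With strain as a term, expression at 0 h went from 697 to 1015 genes, the cell cycle list stayed past the threshold (fry p 0.0152) and the polyadenylation list stayed outside it (0.198). The cell cycle and polyadenylation factor lists kept their direction in every alternative run.

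For slopes over time, 358 genes passed in proliferating cells without the 8 h time point. Across the 2 fits that each left out 1 strain, counts ran from 340 to 591 in proliferating and from 811 to 990 in contact-inhibited cells. In proliferating cells the balance of 310 rising and 463 falling genes turned with RLE factors (431 and 424), DESeq2 (421 and 378) and strain B alone (349 and 242). In contact-inhibited cells that of 758 rising and 583 falling genes turned with library totals (94 and 1069), strain B alone (296 and 515) and the contact-inhibited 8 h library of strain B as TMM reference (535 and 714). It was 641 and 634 with the proliferating 0 h library of strain A as reference. The difference between states gave 163 genes with RLE factors (81 higher, 82 lower), 176 with no filter, 158 without strain intercepts and 159 with the proliferating 0 h library of strain A as TMM reference. Its main direction reversed with library totals (272) and with the contact-inhibited 8 h library of strain B as reference (131). Without the 8 h time point the 3 genes that passed were lower, while 323 genes were higher and 86 lower at an unadjusted p under 0.05, the main direction. It ran from 0 to 18 genes across the fits to 1 strain, and the 18 genes, with strain B alone, were all lower. With strain A alone, 361 genes had an unadjusted p under 0.05 (291 higher, 70 lower). With strain B alone 373 had such a p (46 higher, 327 lower), the opposite balance. The proliferating 4 h library of strain A was edgeR's own reference. Distal share over time gave 11 genes in proliferating and 16 in contact-inhibited cells without the 8 h time point, and 2 to 4 and 5 to 10 with 1 strain, where fewer libraries were used. Its difference between states gave 2 genes with 8 h against 0 h, and 0 in the other alternatives, where 46 to 100 genes had an unadjusted p under 0.05. The short-lived list was weaker with 1 strain, with medians from -0.734 to -0.666 in proliferating and from -0.988 to -0.864 in contact-inhibited cells, all 6 genes lower in each. The long-lived list kept its direction and call in every alternative run.

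For half-lives, the median log2 ratio reversed in proliferating strain A with a pseudocount of 1 (-0.114). In contact-inhibited strain A it reversed with TMM scaling (-0.0153), a pseudocount of 1 (-0.0563) and R2 above 0.8 (-0.0279). With no R2 filter it was 0, with 90 distal and 92 proximal isoforms longer-lived, and is counted above as reversed by these numbers. In proliferating strain B it reversed with at least 50 counts (0.218) and without the 8 h time point (0.209). It was stronger there with rising sites set to 24 h (median 0, permutation p 0.00426, 17 distal and 31 proximal isoforms longer-lived). In contact-inhibited strain B it reversed with counts divided by library totals (0.166), no R2 filter (0.0567) and without the 8 h time point (0.362). The distal advantage of strain B reversed with counts divided by library totals (-0.0417). As reported, the medians of the ratio rested on 33 to 98 genes and the distal advantage of strain B on 9. Among the alternatives, 0.218 rested on 7 genes, 0.209 on 30, 0.362 on 29 and -0.0417 on 25.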

Other observations

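Apart from the tests of close sites, of low counts, of slower decay of distal isoforms and of the fall of the distal share by 2 h, the tests in this part were chosen only after the result was seen. Genes with more distal use at 0 h numbered 395 here. That is lower than the value quoted from the study above, which came from other libraries. The study also included sites outside the terminal exon, so the 2 numbers rest on different sets of genes.

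More distal site use in contact-inhibited cells at 0 h was seen across genes. Reads divided between close sites were argued against as the whole cause, since at least 64.7% of genes with sites at least 200 nt apart had more distal use in each strain. A few abundant genes were argued against by the share across genes, at least 61.6% in each strain. These percentages left out genes with no change in the strain. A direction that only low counts show was argued against by the 25% of genes with the most counts, at least 62.3% in each strain. The size of the change did depend on counts. Of these 385 genes, 24 passed the share threshold toward distal and 1 toward proximal use. Their median changes in share were 0.00107 in strain A and 0.00119 in strain B. Of the 385 genes with the fewest counts, 184 and 98 passed, at median changes of 0.0278 and 0.0333. The number of genes past the threshold therefore rests largely on genes with low counts. Slower decay of distal isoforms in contact-inhibited cells may contribute. The shift at 0 h in 1 strain and the slope difference from 2 to 8 h in the other correlated across genes at 0.0442 on average (0.0641 and 0.0243, permutation p 0.176 and 0.606). This explanation cannot be told apart from its absence, because slope differences themselves correlated at only 0.0364 between strains. The shift correlated between strains at 0.385 over the same 463 genes. Over the 1539 genes compared at 0 h, the change in distal share correlated between strains at 0.197 (Spearman). A biological difference in site choice between the states stays open as untested.

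Genes that move to the distal site may be more highly expressed. With shift and expression taken from different strains, the median log2 expression change of such genes exceeded that of genes that did not shift by 0.0473 on average (0.0428 and 0.0518, permutation p 0.478 and 0.398). Within a strain it was 0.118 in strain A and 0.0378 in strain B (permutation p 0.068 and 0.529, adjusted over 4 tests 0.272 and 0.529). Higher expression cannot be told apart from no change, since all 4 differences were above 0 and none passed.

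Distal share calls over time exceeded those of all shuffled orders: 1 of 60 arrangements gave as many genes in proliferating cells and 1 of 60 in contact-inhibited cells, the real one in each case. For the difference between states 60 of 60 gave as many, since the real count was 0, with 92 genes at an unadjusted p under 0.05. Over 463 genes the median isoform slope was lower in proliferating cells in both strains, and over all 1612 genes only in strain B (-0.00946 against -0.00348), with the opposite order in strain A (-0.00711 against -0.0134). Library totals that rise with time were argued against as the cause, since the state difference was 0.00465 after thinning to the smallest total, against 0.00554 before. Chance order of the time points may give such a difference, as a share of 0.172 of 2000 shuffles did.

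The distal share of counts fell from 0 h to 2 h in each of 4 series, from 78.5% to 78.3% and from 78.6% to 77.8% in proliferating strains A and B, and from 80.7% to 80.3% and from 81.0% to 80.6% in contact-inhibited strains A and B. A few abundant genes may make this fall. The median gene fell in 3 of 4 series, which leaves that explanation and a fall across genes such that they cannot be told apart, because the series disagree.

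More genes passed the half-life filters in 4 of 4 series once counts were divided by library totals, as totals that rise with time would give. For the ratio of half-lives, 1 of 4 observed medians lay outside the middle 95% of 200 sets simulated with equal decay (contact-inhibited strain B, -0.26, against -0.15 to 0.20). Noise and the filters alone may give the other medians. Noise and a real difference in strain B cannot be told apart, because more genes passed the filters in the simulated sets (69.5 on average) than in the data (33). For genes measured in both strains, the ratio correlated between strains at 0.736 (Spearman) in proliferating cells, with 12 of 15 genes in the same direction. In contact-inhibited cells it was 0.684, with 13 of 19. This argues against noise alone for the ratios of those genes. It does not settle the medians, and the filters' effect on this correlation was not simulated. The number of sets and the range were set after a first run with 20 sets.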
